A study of Rattus norvegicus with 50 samples. Its data were reported in "Integrated Transcriptomics, Metabolomics, and Lipidomics Profiling in Rat Lung, Blood, and Serum for Assessment of Laser Printer-Emitted Nanoparticle Inhalation Exposure-Induced Disease Risks" (2019).

How the data were processed

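Lung RNA of male Sprague-Dawley rats, 9 weeks old when purchased and older when lungs were taken, was measured on 50 arrays, 1 per lung sample. One set of rats inhaled particles emitted by laser printers (printer-emitted particles, PEPs), and the control set inhaled air cleaned by a HEPA filter (Air). Daily sessions lasted 5 hours, and the longest course ran for 21 days without a break. Groups were taken from the sample labels. There were 5 Air and 5 PEP lungs at each of days 1, 5 and 9, and 6 Air and 6 PEP lungs at day 21. A further 4 Air and 4 PEP lungs of day 21 came from rats implanted with a radio telemetry transmitter. The tissue and source labels name lung, while a further label of the same samples speaks of blood; the samples were treated as lung. The exposure was carried out in more than 1 calendar year, and no label ties a lung to a year, a litter or an array plate, so no batch could be tested or adjusted for. Nothing in the labels states whether each array came from a separate rat, so p-values measure the spread between these samples.

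The authors deposited log2 values of 36685 probe sets on the Affymetrix Rat Gene 2.1 ST array. Per the submitters' processing notes, the authors made these log2 values from the scanned arrays by robust multi-array averaging (RMA: background correction, quantile normalization and a summary over the probes of each set) with the oligo package in R 3.4, and used limma. Quantile normalization gives each array nearly the same overall distribution, so a shift of most genes in 1 direction would be removed by it, and signals near the background are compressed, which makes folds of dim genes smaller than the true ones. Array medians lay between 4.92 and 5.11 and single values between 0.846 and 13.8 on the log2 scale. Arrays have no read depth, and it is the number of arrays per group that limits the precision. The table held 0 columns that belong to no sample of this series.

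Probe sets were named through the platform annotation given with the data. A single gene was given for 14824 probe sets, several genes for 829, and none was named here for 21032; probe sets with several genes were not named. This left 14557 genes, and 14670 of the 14824 probe sets matched a current RefSeq gene record by gene identifier. For the 234 genes with more than 1 probe set, the set with the highest mean over all arrays was used. The 2 brightest sets of such a gene correlated over lungs with a median r of 0.276, and 51.3% of these genes had an r below 0.3, so a value of such a gene belongs to its brightest set. Genes whose variance over the 50 arrays was below 0.05 were left out, as in the study's methods, which left 8202 genes.

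Gene differences were tested with limma 3.58.1 in R 4.3.3. A single linear model over the 10 groups was fitted to the log2 values with array weights from the gene-by-gene method (weights from 0.59 to 1.71) and empirical Bayes moderation, after the weighted models described in the study's methods. P-values were two-sided and adjusted by the method of Benjamini and Hochberg within each comparison, and a gene was called at an adjusted p below 0.05. Values are given as log2 difference ± SE from this model, and group values as mean ± SD. The comparisons were PEP against Air at days 1, 5, 9 and 21 and in the implanted rats of day 21, the mean of the last 2 of these, their difference, the mean over the 4 days without implant, and an F test of whether the effect differed between the 4 days without implant. Air lungs were compared across days 1, 5, 9 and 21 with an F test, and Air lungs of day 21 with and without implant were compared directly. Genes at 1.5-fold or more were also counted whatever their p, because the study selected genes by that fold.

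Gene lists were written down before the data were examined, as were the groups, the tests, the alternatives described below and the rule for naming genes, except where the closing section says otherwise. The 33 lists, together with the genes that the study had pointed to (below), held 438 genes, of which 319 were named here. With at least 5 tested members, 26 of the 33 lists were tested by limma's camera. It used a preset correlation of 0.01 between genes, and p-values were adjusted over the 26 lists of a comparison. The tested lists were aryl hydrocarbon receptor targets, NRF2 antioxidant genes, inflammatory cytokines and chemokines, interferon-stimulated genes, cholesterol biosynthesis, linoleic and arachidonic acid metabolism, palmitic and docosahexaenoic acid metabolism, the circadian clock, glucocorticoid-induced genes, immediate early genes, p53 targets, cell cycle, motile cilia, airway secretory cells, cardiac muscle, hepatocytes, adipocytes, erythroid cells, T cells, thymocytes, B and plasma cells, natural killer (NK) cells, macrophages, neutrophils, mast cells, and fibroblasts and matrix. Major histocompatibility complex (MHC) class II, histidine and histamine metabolism, skeletal muscle, smooth muscle, endothelium and alveolar type 1 and type 2 cells kept too few members to be tested. The calls of camera were repeated with a correlation estimated from the data, which allows for genes that vary together, and with fry, which tests whether the genes of a list move, on balance, in 1 direction. Genes that the study itself had pointed to at each day (metabolism and clock genes at day 1, immune and cardiac genes at day 5, a higher and a lower set at day 9, and dynein, cardiac and clock genes at day 21) were counted as further lists. Those were chosen on these samples. A list score is the mean over its tested members of the log2 value after the gene's mean over all lungs was subtracted; scores were compared by exact permutation tests, two-sided, or with 100000 permutations where stated.

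Genes were named by a rule. For each exposure comparison the text could take the 8 largest and the 8 smallest log2 differences among called genes. Where fewer than 6 were called in a direction, that direction was filled to 6 with the largest differences among genes with an unadjusted p below 0.05. For each list that passed camera or had a called member, and for each list of the study's genes, the 4 members with the smallest p were eligible. Cyp1a1, Nqo1, Hmox1, Hdc and Aoc1 were always eligible. In other comparisons these were the 5 smallest p in each direction, or the 8 smallest p of an F test. Genes without an official symbol and olfactory receptors were passed over in the first 2 steps. A member named outside this rule was chosen after its values were seen.

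The alternatives were equal array weights, no variance filter, and leaving out genes whose mean lies below the 25th percentile. Others were quantile normalization repeated on all probe sets, centring on array medians, the mean of a gene's probe sets and robust moderation with a trend. A fit of the compared groups alone, a 1.5-fold minimum beside the adjusted p, the replicate number as a block, and leaving out each lung in turn were also used. List scores of tissue content and a clock phase score as covariates, and scaling and left-out lungs in the list tests, and left-out lungs in the comparisons beyond the 5 exposure pairs, were added after seeing the data. The model was tested on simulated data with 8202 genes, the real groups and 200 changed genes in each of 10 simulations. It recovered 44.8%, 42.4%, 41.6%, 55% and 29% of genes changed by 1.5-fold at days 1, 5, 9, 21 and 21 with implant, and 88%, 88.8%, 86.8%, 91.2% and 81.2% of those changed by 2-fold. Simulated genes varied independently and with the same spread on every array, unlike genes of the lungs. The 200 changed genes also ease the adjusted threshold. These shares therefore need not hold for the real data. Scores, counts and plots were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Every 2 arrays of a group correlated between 0.9708 and 0.9848, and no pair of arrays exceeded 0.9852, so none was treated as a repeat of another. The blood, microRNA and serum measurements of the study, and further days of blood sampling, were not analysed here.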

Results

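Gene expression was measured in 50 lungs of male rats that had breathed printer-emitted particles (PEPs) or HEPA-filtered air (Air). PEP and Air lungs were compared after 1, 5, 9 and 21 days (n = 5 per group at the first 3 times and 6 at day 21), and again at day 21 in rats that carried a radio telemetry implant (n = 4 per group). The comparisons ask which lung transcripts differ with inhaled printer particles and how this depends on the length of exposure. A total of 8202 genes passed the variance filter. Arrays were of like overall level, with medians from 4.92 to 5.11 on the log2 scale.

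At day 1 the genes of 4 lists rose together in PEP lungs and those of 3 lists fell by camera, while 0 single genes passed the test. With an estimated correlation or by fry, 0 lists passed. Antioxidant genes under the transcription factor NRF2 rose, with 6 of 7 members positive and a median log2 difference of 0.30 (camera adjusted p = 0.00305 and adjusted p = 0.22 with an estimated correlation). Among them, the values of Me1, the malic enzyme that supplies NADPH, were above the Air mean in 5 of 5 PEP lungs (log2 difference 0.36 ± 0.13, adjusted p = 0.599), and the log2 differences were 0.46 ± 0.20 for Nqo1 and 0.30 ± 0.12 for Hmox1. Slc7a11, the cystine transporter of the same list, had a log2 difference of -0.28 ± 0.14. Only Me1 passed when adjusted over the list alone. All 6 tested cholesterol biosynthesis genes were positive (median 0.21, camera adjusted p = 0.00427, but adjusted p = 0.429 with an estimated correlation), with Sc5d at 0.32 ± 0.11, the 1 member that passed when adjusted over the list alone. Interferon-stimulated genes fell, with 12 of 12 members negative, a median of -0.32 and Isg15 at -0.58 ± 0.22 (camera adjusted p = 0.000641 and adjusted p = 0.429 with an estimated correlation). NK cell genes also fell, with 10 of 10 members negative, a median of -0.24 and Gzma at -0.43 ± 0.19 (camera adjusted p = 0.00319 and adjusted p = 0.429 with an estimated correlation). Of 8 neutrophil genes 7 were negative, with Camp, an antimicrobial peptide gene, at -0.65 ± 0.21 (camera adjusted p = 0.0419 and adjusted p = 0.429 with an estimated correlation).

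Markers of other tissues moved at day 1 too. Hepatocyte genes rose in the PEP group, with 15 of 15 members positive and a median of 0.47 (camera adjusted p = 6.86e-07 and adjusted p = 0.429 with an estimated correlation). All 15 had their highest value of the 50 lungs in PEP replicate 1, where Alb, the albumin gene, stood at 11.9 against 5.96 in the next lung. The group values of Alb were 3.44 ± 0.59 in Air and 5.91 ± 3.50 in PEP lungs. Motile cilia genes rose with 11 of 11 members positive, a median of 0.39 and Dnah9, an axonemal dynein, at 0.56 ± 0.31 (camera adjusted p = 0.00237 and adjusted p = 0.604 with an estimated correlation). Of the 14 metabolism genes that the study had pointed to at day 1, 12 were tested and 12 were positive, with a median of 0.46; none passed, and as the study chose them on these samples this is not independent evidence. Values were 2.85 ± 0.20 and 3.77 ± 1.52 for Cyp2c22 and 2.50 ± 0.21 and 3.30 ± 0.89 for Cyp4a3, a pair of cytochrome P450 genes abundant in liver. Both spread more widely in the PEP group, which holds replicate 1, so their rise may rest on that lung.

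Several clock genes had large log2 differences at day 1 that did not pass the test as single genes. Dbp, a clock-driven transcription factor gene, had values of 9.24 ± 0.78 in Air and 10.6 ± 0.339 in PEP lungs (log2 difference 1.32 ± 0.31, adjusted p = 0.271, higher than the Air mean in 5 of 5 PEP lungs). The differences were 0.75 ± 0.28 for Per2, 0.71 ± 0.20 for Per3, 0.63 ± 0.17 for Bhlhe40 and -0.85 ± 0.29 for Bmal1, which encodes the partner of CLOCK and peaks opposite to the Per genes. The circadian clock list as a whole did not pass (camera adjusted p = 0.0742), although 5 members were higher and 1 was lower when adjusted over the list alone. The study had named 4 clock genes at this day, of which 3 were tested and 3 passed when adjusted over the list alone, which is not independent evidence. Other log2 differences at an unadjusted p below 0.05 were 0.94 ± 0.21 for Epm2a, the glycogen phosphatase laforin, 1.02 ± 0.47 for Retnla, a macrophage and epithelial resistin-like gene, -1.13 ± 0.41 for Mcpt1, a mast cell protease, and -0.93 ± 0.33 for Sh2d1b, an adaptor of NK cells. Cyp1a1, the classical target of the aryl hydrocarbon receptor, had a difference of 2.07 ± 1.05 (6.56 ± 2.71 in Air, 8.40 ± 2.27 in PEP lungs), within the spread between lungs.

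By limma, 0 genes were called at day 1 (537 at an unadjusted p below 0.05 against 410 expected by chance, smallest adjusted p = 0.271), and robust moderation also called 0. Without Air replicate 5 the count was 1, and with the replicate number as a block it was 3. At 1.5-fold or more 98 genes differed, 51 higher and 47 lower, of which 69 had an unadjusted p below 0.05; centring on array medians gave 37 higher and 54 lower, equal array weights gave 152, and the count was 176, 171 and 158 without Air replicates 3 and 5 and PEP replicate 4. Camera called 7 of 26 lists, and 4 without Air replicate 2. List calls ended without single lungs for interferon-stimulated genes without Air replicate 2 (adjusted p = 0.406), cholesterol biosynthesis without PEP replicate 4 (0.167), hepatocytes without PEP replicate 1 (0.0911), NK cells without Air replicate 3 (0.0567), cilia without Air replicate 2 (0.105) or PEP replicate 3 (0.0503), and neutrophils without Air replicates 2 and 4 (0.301, 0.0804) or PEP replicates 4 and 5 (0.391, 0.199). The neutrophil call also ended with equal array weights (0.0902), no variance filter (0.0798) and centring on array medians (0.0519), and with tissue content as covariates NK cells and neutrophils each had an adjusted p of 0.127, and motile cilia (0.982) and hepatocytes (0.951), whose own scores are among the covariates, turned direction.

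**Figure D1:**
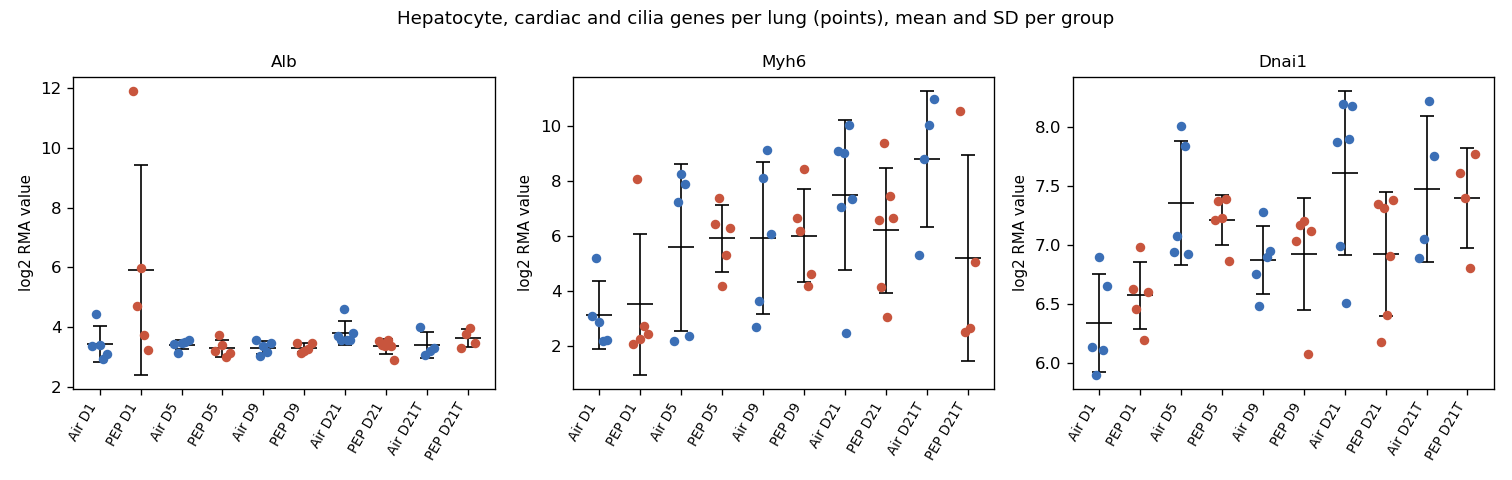
Log2 RMA values of Alb, Myh6 and Dnai1 in each lung (points) of the 10 groups, with the group mean and SD; Air lungs are blue and PEP lungs red. Alb stood at 11.9 in a single PEP lung of day 1, and Myh6 ranged from 2.07 to 10.98 over the lungs.

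At day 5 immediate early genes, which respond within minutes to stress and growth signals, rose in PEP lungs, and cardiac muscle genes fell, by camera calls that were lost with an estimated correlation (adjusted p = 0.901 for both). All 10 immediate early genes were positive, with a median log2 difference of 0.38, and with 0.46 ± 0.20 for Dusp1, 0.55 ± 0.27 for Fosb, 0.48 ± 0.30 for Nr4a1 and 0.31 ± 0.17 for Junb (camera adjusted p = 0.0109 and adjusted p = 0.901 with an estimated correlation). Of 16 cardiac muscle genes 15 were negative, with a median of -0.54 and differences of -1.22 ± 1.02 for Mb, the myoglobin gene, and -0.86 ± 0.76 for Tnni3, the cardiac troponin I gene (camera adjusted p = 0.0109 and adjusted p = 0.901 with an estimated correlation). The 4 cardiac genes that the study had named at day 5 were all negative and none passed when adjusted over the list alone, which is not independent evidence. Of the 6 immune genes the study had named, 1 was tested, RT1-Bb, a class II histocompatibility gene, with 7.05 ± 0.90 in Air and 6.34 ± 0.16 in PEP lungs (log2 difference -0.86 ± 0.39, adjusted p = 0.89), and it passed only as a list of 1, which is not independent evidence either.

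Single genes of day 5 stayed within the spread between lungs after adjustment. Log2 differences at an unadjusted p below 0.05 included 1.35 ± 0.45 for Zbtb16, a glucocorticoid-induced transcription factor gene (7.40 ± 0.53 in Air, 8.65 ± 0.83 in PEP lungs, adjusted p = 0.828), 0.95 ± 0.36 for Clec4g, a C-type lectin gene, and 0.84 ± 0.26 for Ppbp, a platelet chemokine gene. On the lower side were Galnt16 at -0.92 ± 0.36 and Fcrl2 at -0.74 ± 0.30. The differences were -1.56 ± 1.11 for Cyp1a1, 0.05 ± 0.21 for Nqo1, 0.11 ± 0.12 for Hmox1, -0.27 ± 0.18 for Hdc, the histamine-forming enzyme, and -0.28 ± 0.24 for Aoc1, which degrades histamine and related amines. By limma, 0 genes were called (441 at an unadjusted p below 0.05 against 410 expected, smallest adjusted p = 0.751), and robust moderation also called 0; 77 genes reached 1.5-fold, 36 higher and 41 lower, and 140 and 137 without Air replicates 1 and 2. The immediate early call ended without PEP replicate 1 (0.159) or Air replicates 3 and 4 (adjusted p = 0.0761 and 0.0753) and the cardiac call without PEP replicates 3 and 4 (0.102, 0.0789) or Air replicates 3 and 4 (0.834, 0.498), so that camera called 2 lists with all lungs, 0 without either of these Air lungs, 1 without either of these PEP lungs, 5 without Air replicate 1, 4 with no variance filter and 1 with equal weights, where the cardiac adjusted p was 0.351. With tissue content as covariates the immediate early list had an adjusted p of 0.05 and the cardiac list, itself a covariate, one of 0.692.

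At day 9 cholesterol biosynthesis genes fell in PEP lungs, with 6 of 6 members negative and a median log2 difference of -0.21 (camera adjusted p = 0.00118 and adjusted p = 0.814 with an estimated correlation). Idi1, the isopentenyl diphosphate isomerase, passed when adjusted over the list alone, with 7.61 ± 0.22 in Air and 7.03 ± 0.33 in PEP lungs (log2 difference -0.60 ± 0.18, adjusted p over all genes = 0.607), and Sqle, the squalene epoxidase, was at -0.34 ± 0.15. At day 1 the same list had passed in the other direction, a call likewise lost with an estimated correlation (adjusted p = 0.429) and without PEP replicate 4 of that day (0.167). Other genes with large differences were Adam34l at 0.93 ± 0.21, Timd4, a macrophage receptor for dying cells, at 0.63 ± 0.21, Esrrb at -0.89 ± 0.24, Zfp623 at -0.66 ± 0.16 and Ccl4, a chemokine, at -0.65 ± 0.22, none of which passed (adjusted p from 0.421 to 0.889).

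Of the 5 genes that the study had named as higher at day 9, 3 were tested, all were positive and 1 passed when adjusted over the list alone, Hist1h4m at 0.63 ± 0.16, which is not independent evidence; of 3 named as lower 2 were tested, both negative, and 1 passed in the same way, Idi1, again not independent evidence. The differences were -0.15 ± 1.12 for Cyp1a1, 0.04 ± 0.22 for Nqo1, 0.11 ± 0.13 for Hmox1, 0.02 ± 0.19 for Hdc and -0.02 ± 0.24 for Aoc1. By limma, 0 genes were called (422 at an unadjusted p below 0.05 against 410 expected, smallest adjusted p = 0.421), robust moderation also called 0, and 1 was called without PEP replicate 4; the cholesterol call ended without Air replicate 4 (adjusted p = 0.108), so that camera then called 0 lists. At 1.5-fold 50 genes differed, 26 higher and 24 lower (35 and 16 after centring on array medians), and 85, 93, 78 and 90 did without Air replicates 1, 2, 3 and 5 and 80, 92 and 85 without PEP replicates 2, 3 and 4.

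At day 21 lymphocyte and other leukocyte genes rose in PEP lungs, along with a clock gene, and genes of motile cilia and cardiac muscle fell. Of these lists T cells alone passed with an estimated correlation (adjusted p = 0.0258), against an adjusted p of 0.235 for NK cells, 0.347 for B and plasma cells, 0.393 for neutrophils and motile cilia and 0.474 for cardiac muscle. Was, which encodes the WASP regulator of actin in blood cells, had the smallest p, with 7.01 ± 0.20 in Air and 7.82 ± 0.20 in PEP lungs (log2 difference 0.82 ± 0.12, 1.77-fold, adjusted p = 0.000128, n = 6 and 6), and all 6 PEP lungs lay above the Air mean. Cd247, the zeta chain of the T cell receptor complex, rose from 5.72 ± 0.23 to 6.34 ± 0.31 (0.62 ± 0.14), and Cd96, a receptor of T and NK cells, by 0.69 ± 0.16. Treml2, a receptor of lymphoid and myeloid cells (0.77 ± 0.17), and Alox5ap, the activating protein of leukotriene synthesis (0.53 ± 0.12), also rose, each with an adjusted p of 0.0406. Cry1, a repressor of the circadian clock, rose from 6.93 ± 0.42 to 7.71 ± 0.26 (0.80 ± 0.15, adjusted p = 0.0189).

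Outside leukocytes and the clock, the genes that rose included Cyp39a1, an oxysterol hydroxylase (0.81 ± 0.16, adjusted p = 0.0254), Steap2, a metalloreductase (0.72 ± 0.16), Kcnd3, a potassium channel (0.68 ± 0.15), and Rab6b, a vesicle GTPase (0.62 ± 0.14). Fam3b, a secreted cytokine-like protein gene (-0.89 ± 0.20, adjusted p = 0.0406), and Trmt9b, a tRNA methyltransferase homologue (-0.70 ± 0.14, adjusted p = 0.0255), fell. The T cell list rose with 9 of 10 members positive and a median of 0.54 (camera adjusted p = 1.44e-09), and it was the 1 list that passed with an estimated correlation (adjusted p = 0.0258). Of its members 1 was called over all genes and 8 passed when adjusted over the list alone, among them Cd8a at 0.68 ± 0.17, Cd3g at 0.73 ± 0.19 and Zap70 at 0.57 ± 0.15. NK cell genes rose with 10 of 10 positive and Prf1, the perforin gene, at 0.77 ± 0.20 (camera adjusted p = 1.63e-05 and adjusted p = 0.235 with an estimated correlation); 5 members passed when adjusted over the list alone. B and plasma cell genes rose with 5 of 6 positive and Ms4a1, the CD20 gene, at 0.69 ± 0.23 (camera adjusted p = 0.0176 and adjusted p = 0.347 with an estimated correlation), and neutrophil genes rose with 7 of 8 positive and Itgam at 0.55 ± 0.15 (camera adjusted p = 0.0299 and adjusted p = 0.393 with an estimated correlation). Over the same lungs the T cell score of the Air group at day 21 was -0.53, the lowest of the 5 Air groups, which were otherwise at -0.02, -0.08 and 0.17 at days 1, 5 and 9 and 0.32 with implant, and the PEP group of day 21 was at -0.03. Scores of NK cells, B and plasma cells and neutrophils were also lowest in this Air group among Air groups (-0.39, -0.408 and -0.485), with 0.089, -0.089 and -0.218 in the PEP group.

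Aryl hydrocarbon receptor targets rose at day 21 with 5 of 5 positive and a median of 0.44 (camera adjusted p = 0.0215 and adjusted p = 0.393 with an estimated correlation). Aldh3a1 was at 0.61 ± 0.20 and Cyp1a1 at 2.13 ± 1.09, with 5.33 ± 1.68 in Air and 7.72 ± 2.85 in PEP lungs. Glucocorticoid-induced genes rose with 7 of 8 positive and Zbtb16 at 0.89 ± 0.45 (camera adjusted p = 0.0364 and adjusted p = 0.393 with an estimated correlation). Motile cilia genes fell, with 11 of 11 negative, a median of -0.67 and 8 that passed when adjusted over the list alone, among them Dnai1, a dynein intermediate chain, at -0.76 ± 0.26, Rsph4a, a radial spoke gene, at -0.86 ± 0.30 and Tekt1 at -0.80 ± 0.27 (camera adjusted p = 1.7e-06 and adjusted p = 0.393 with an estimated correlation). Airway secretory genes fell with 7 of 9 negative, Scgb3a2 at -0.72 ± 0.31 and Bpifa1 at -1.61 ± 0.92 (camera adjusted p = 0.0417 and adjusted p = 0.393 with an estimated correlation). Cardiac muscle genes fell with 16 of 16 negative and a median of -1.11 (camera adjusted p = 0.000275 and adjusted p = 0.474 with an estimated correlation). Tnnc1, the cardiac troponin C gene, was at 6.30 ± 1.36 in Air and 4.74 ± 1.01 in PEP lungs (-1.70 ± 0.63), and Csrp3 differed by -1.72 ± 0.95. Of the 11 dynein genes the study had named, 4 were tested, all negative, with 3 that passed when adjusted over the list alone, and of its 9 cardiac genes 6 were tested, all negative, with none that passed; of its 4 clock genes 2 were tested, Cry1 and Per2 at 0.73 ± 0.29, and both passed in that way; none of these is independent evidence. Npas2, also a clock gene, was at -0.70 ± 0.23. Differences were 0.06 ± 0.21 for Nqo1, -0.25 ± 0.12 for Hmox1, 0.10 ± 0.18 for Hdc and -0.66 ± 0.24 for Aoc1.

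The limma test called 18 genes at day 21, 16 higher and 2 lower, and 269 reached 1.5-fold, 83 higher and 186 lower; 1171 had an unadjusted p below 0.05 against 410 expected. The call of Was held without each of the 12 lungs (highest adjusted p = 0.00247). A fit of the compared groups alone, however, called 0 genes and put Was at an adjusted p of 0.056. Quantile normalization repeated on all probe sets called 8 (6 higher and 2 lower), centring on array medians 14 (11 and 3), tissue covariates 5 and a clock covariate 2. The median size of the 18 differences was 0.685 log2, and 0.552 and 0.696 with these covariates, all with the same sign. The count was 2, 5, 1, 30 and 9 without Air replicates 1, 2, 3, 4 and 6, and 37, 34, 4, 1 and 3 without PEP replicates 1, 3, 4, 5 and 6, and Cry1 was lost without Air replicates 1 and 3 (adjusted p = 0.0557 and 0.0684) and PEP replicates 5 and 6 (0.0694 and 0.0535); the 1.5-fold count was 414, 410 and 418 without Air replicates 2 and 4 and PEP replicate 3, and 93 with tissue covariates. The calls of Cyp39a1, Trmt9b, Fam3b, Cd96, Treml2, Cd247, Steap2, Alox5ap, Kcnd3 and Rab6b all ended without Air replicate 3 (adjusted p from 0.0684 to 0.0951) or PEP replicate 5 (0.098 to 0.186). All of these but Trmt9b ended without Air replicates 1 (0.0942 to 0.167) or 2 (0.0509 to 0.0593), all but Cyp39a1 and Trmt9b without PEP replicate 4 (0.123 to 0.148), and all but Cyp39a1 and Cd96 without PEP replicate 6 (0.0577 to 0.0771). Alox5ap, Kcnd3 and Rab6b also ended without Air replicate 5, with Trmt9b, Cd247 and Steap2 (0.0633 to 0.135), without Air replicate 6, with Cd96 and Treml2 (0.0513 to 0.0794), and without PEP replicate 2, with Cd96, Cd247 and Steap2 (0.0706 to 0.0792). T cell, NK cell, cilia and cardiac calls held without each lung. The others ended without single lungs, namely aryl hydrocarbon receptor targets without PEP replicate 4 (0.249), B and plasma cells without Air replicate 2 (0.0561) or PEP replicate 6 (0.094), neutrophils without Air replicates 4 and 5 (0.0614, 0.094) or PEP replicates 1 and 3 (0.135, 0.0897), glucocorticoid-induced genes without Air replicates 3, 4 and 5 (0.157, 0.0723, 0.0555) or PEP replicates 3 and 6 (0.0897, 0.168), and airway secretory cells without Air replicates 1, 3, 5 and 6 (0.0881, 0.157, 0.0748, 0.194) or PEP replicates 1, 2, 4 and 5 (0.0689, 0.14, 0.0841, 0.0624). Neutrophils also ended with no variance filter (0.0579) or repeated quantile normalization (0.0539), glucocorticoid-induced genes with the latter (0.0651), and airway secretory cells with equal weights (0.0717). With tissue content as covariates aryl hydrocarbon receptor targets had an adjusted p of 0.053 and the direction of airway secretory cells turned (0.963), as did that of motile cilia (0.994), while the cardiac call ended (0.963), the last 2 being covariates themselves.

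**Figure D2:**
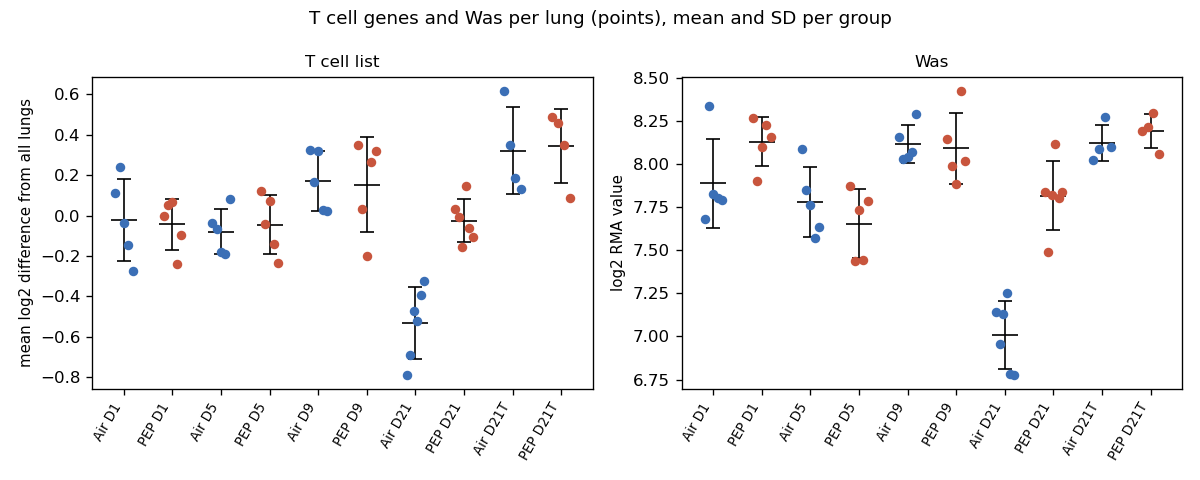
Score of the T cell list (mean log2 difference from all lungs) and log2 RMA value of Was in each lung (points) of the 10 groups, with the group mean and SD; Air lungs are blue and PEP lungs red. The Air lungs of day 21 had the lowest group means, -0.53 for the T cell score and 7.01 for Was.

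**Figure D3:**
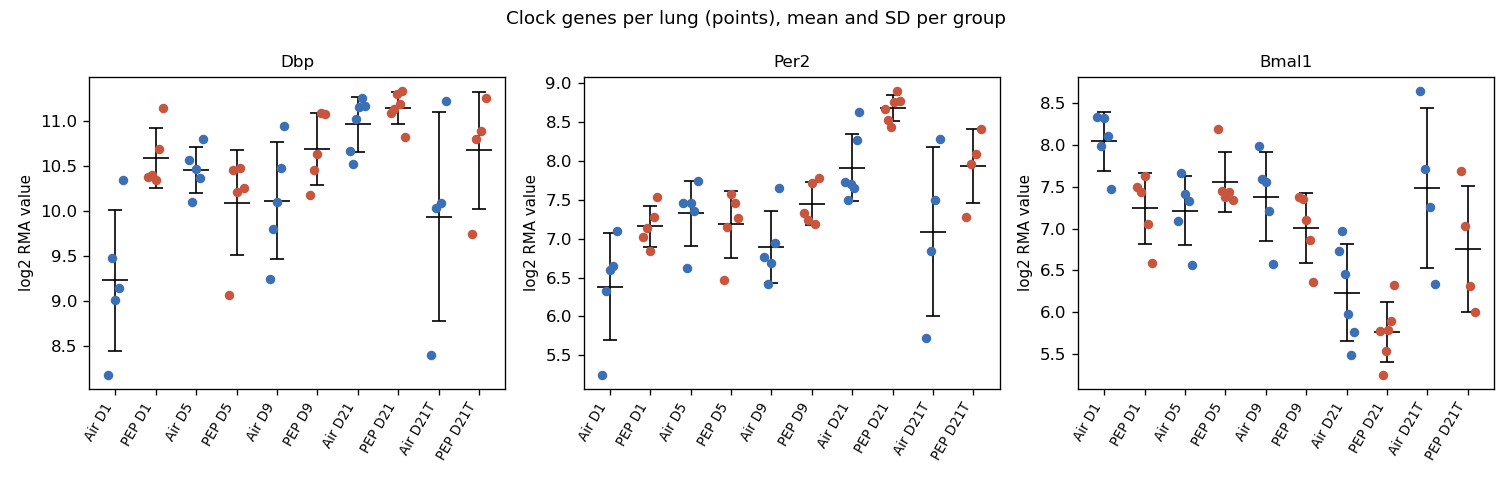
Log2 RMA values of the clock genes Dbp, Per2 and Bmal1 in each lung (points) of the 10 groups, with the group mean and SD; Air lungs are blue and PEP lungs red. Dbp had means of 9.24 in Air and 10.6 in PEP lungs at day 1.

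In implanted rats at day 21, Fam111a, a protease gene linked to viral restriction, fell in PEP lungs, from 7.87 ± 0.44 to 5.55 ± 1.58 (log2 difference -2.39 ± 0.47, adjusted p = 0.0472, n = 4 and 4). It was the single gene called. The PEP group was split, with 7.91 in 1 lung and 4.64 to 4.92 in the others. Among lungs without implant, Air replicate 3 (8.13) and PEP replicate 1 (8.04) of day 1 also stood near 8, and all others lay between 4.57 and 5.83, so the gene had 2 levels in lungs of both exposures. Cardiac muscle genes fell with 16 of 16 negative and a median of -2.01, of which 13 passed when adjusted over the list alone (camera adjusted p = 1.32e-18 and adjusted p = 0.268 with an estimated correlation). Myh6, the atrial myosin heavy chain gene, had 8.80 ± 2.48 in Air and 5.20 ± 3.75 in PEP lungs (-3.96 ± 1.61), and Nppa, the atrial natriuretic peptide gene, differed by -1.08 ± 0.30. Of the cardiac genes the study had named at day 21, 6 were tested, all negative, and 6 passed when adjusted over the list alone, which is not independent evidence.

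Glucocorticoid-induced genes rose in implanted PEP rats, with 8 of 8 positive and a median of 0.41 (camera adjusted p = 0.000131 and adjusted p = 0.296 with an estimated correlation). Zbtb16 was at 1.78 ± 0.53 and Klf9 at 0.68 ± 0.23, the 2 members that passed when adjusted over the list alone, and Fkbp5, which feeds back on the glucocorticoid receptor, at 0.79 ± 0.33. Interferon-stimulated genes fell with 12 of 12 negative and Ifit3 at -0.48 ± 0.28 (camera adjusted p = 0.00243 and adjusted p = 0.618 with an estimated correlation), and cholesterol biosynthesis genes fell with 6 of 6 negative and Idi1 at -0.48 ± 0.20 (camera adjusted p = 0.00774 and adjusted p = 0.545 with an estimated correlation). Other differences that did not pass were 1.32 ± 0.41 for Serpina3n, an acute-phase protease inhibitor gene, 1.20 ± 0.31 for Hif3a, 0.80 ± 0.34 for Per2 and 0.32 ± 0.18 for Cry1. The dynein genes the study had named were at both signs, with Dnai1 at -0.08 ± 0.31, and 0 passed when adjusted over the list alone. Cyp1a1 was at -0.18 ± 1.29, Nqo1 at -0.35 ± 0.25, Hmox1 at -0.29 ± 0.15, Hdc at 0.35 ± 0.22 and Aoc1 at 0.01 ± 0.28.

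In the implanted rats 458 genes had an unadjusted p below 0.05 against 410 expected, and 164 reached 1.5-fold, 74 higher and 90 lower (247, 261 and 284 without Air replicates 1 and 2 and PEP replicate 1). The Fam111a call ended with equal weights (adjusted p = 0.0901), no variance filter (0.103), robust moderation (0.138), in a fit of the compared groups alone (0.974), and without Air replicates 1, 3 and 4 (0.0717, 0.0772, 0.354) or PEP replicates 1, 2 and 4 (0.0994, 0.298, 0.124); the count of called genes was 2 without PEP replicate 1, 4 without Air replicate 2, and 0 without Air replicates 3 and 4 or PEP replicates 2 and 4. The interferon call ended without Air replicates 1 and 2 (0.0723, 0.533) or PEP replicate 1 (0.141), and the cholesterol call without Air replicate 2 (0.0753) or PEP replicate 4 (0.167). With no variance filter both calls ended (0.0504 and 0.0614), and with tissue covariates the cholesterol call did (0.441), as did that of cardiac muscle, itself a covariate (0.811).

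Taking both day 21 cohorts as a mean, 14 genes passed, 12 higher and 2 lower. Those that rose included Cntfr, a neurotrophic cytokine receptor gene (0.63 ± 0.13, adjusted p = 0.022), Sult1a1, a phenol sulfotransferase (0.43 ± 0.09, adjusted p = 0.022), Cry1 (0.56 ± 0.12, adjusted p = 0.0328) and Was (0.45 ± 0.09, adjusted p = 0.0312), and Tcea3, a transcription elongation factor gene (-0.55 ± 0.10, adjusted p = 0.022), and Enpp3, an ectonucleotidase of basophils and mast cells (-0.93 ± 0.21, adjusted p = 0.0409), fell. Circadian clock genes passed as a list, with 7 of 11 positive (camera adjusted p = 0.0282), 4 members higher and 2 lower when adjusted over the list alone; this call, like those that follow, was lost with an estimated correlation (adjusted p = 0.134). Glucocorticoid-induced genes (camera adjusted p = 6.13e-05 and adjusted p = 0.134 with an estimated correlation), T cells (1.58e-05 and adjusted p = 0.134 likewise), NK cells (0.00103 and adjusted p = 0.389 likewise) and neutrophils (0.0353 and adjusted p = 0.453 likewise) rose. Cardiac muscle (camera adjusted p = 4.97e-16 and adjusted p = 0.134 with an estimated correlation), motile cilia (9.84e-05 and adjusted p = 0.453 likewise) and airway secretory genes (0.0104 and adjusted p = 0.389 likewise) fell. The T cell, NK cell and cilia means lay mainly on rats without implant. Score differences without and with implant were 0.507 and 0.025 for T cells, 0.479 and 0.041 for NK cells and -0.594 and -0.029 for motile cilia. They were 0.257 and 0.566 for glucocorticoid-induced genes and -1.006 and -1.846 for cardiac muscle. With implant, Was had means of 8.12 in Air and 8.19 in PEP lungs. The gene count was 0 with tissue or clock covariates, where the median size of the 14 differences went from 0.522 to 0.430 and 0.465 log2 with all signs kept. It was 4 at 1.5-fold or more, and 4, 0 and 5 without Air replicates 1, 3 and 6 of the rats with no implant, 25, 7, 24, 4 and 0 without their PEP replicates 1 to 5, 29, 1 and 24 without Air replicates 1, 3 and 4 of the implanted rats, and 78, 8, 1 and 0 without their PEP replicates 1 to 4. Among lungs with no implant, the clock call ended without PEP replicate 3 (adjusted p = 0.0502) and the neutrophil call without Air replicates 4 and 5 (0.0605, 0.0911) or PEP replicates 1 and 3 (0.123, 0.0883). Among implanted lungs, the clock call ended without Air replicates 1 and 2 (0.113, 0.0787) or PEP replicate 2 (0.0696), airway secretory cells without Air replicates 3 and 4 (0.086, 0.21) or PEP replicate 3 (0.0516), and neutrophils without Air replicates 3 and 4 (0.0776, 0.237) or PEP replicates 1, 2 and 3 (0.0626, 0.0696, 0.0555). With tissue covariates NK cells (0.177) and neutrophils (0.0669) also ended and airway secretory cells turned direction (0.803), and motile cilia and cardiac muscle, covariates themselves, ended (0.803 each). The calls of Was, Cry1, Cntfr, Sult1a1, Tcea3 and Enpp3 all ended without Air replicate 3 (adjusted p from 0.0523 to 0.117) or PEP replicate 5 (0.0519 to 0.115) of the rats with no implant and without PEP replicates 3 (0.0525 to 0.19) or 4 (0.0518 to 0.105) of the implanted rats, and all but Tcea3 without implanted Air replicate 3 (0.0534 to 0.0857). Was also ended without Air replicate 6 (0.0516), PEP replicate 4 (0.0565) and implanted PEP replicate 2 (0.0583), and Cry1 without Air replicate 1 (0.066), PEP replicate 2 (0.0529) and implanted Air replicate 2 (0.0534). Enpp3 also ended with equal array weights (0.0778), no variance filter (0.0535) and robust moderation (0.0508), and without Air replicates 1, 5 and 6, PEP replicates 2, 4 and 6, implanted PEP replicate 2 and implanted Air replicate 4 (0.0502 to 0.0913).

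The exposure effect itself was compared between implanted rats and those without implant. By limma 0 genes differed (554 at an unadjusted p below 0.05 against 410 expected, smallest adjusted p = 0.529; robust moderation gave 0), and 1 did without Air replicate 1 or without PEP replicate 3 of the implanted rats. Among the smallest p, log2 differences of effects were -2.57 ± 0.61 for Fam111a, 1.11 ± 0.30 for Mmp13, a collagenase, 1.02 ± 0.26 for Ankrd37 and -0.75 ± 0.19 for Was. Camera called 9 of 26 lists here, among them T cells with a median difference of effects of -0.48 (adjusted p = 5.08e-06 and adjusted p = 0.194 with an estimated correlation) and motile cilia with 0.60 (adjusted p = 0.00337 and adjusted p = 0.713 with an estimated correlation). Over the 4 days without implant, 0 genes had an effect that differed between days by limma's F test (655 at an unadjusted p below 0.05, 1 by robust moderation); Was had the smallest adjusted p, 0.053, and came under 0.05 without any 1 of Air replicate 4 and PEP replicate 2 of day 21, PEP replicate 4 of day 9, Air replicate 4 and PEP replicates 1 and 5 of day 5, or Air replicates 1 and 2 and PEP replicate 2 of day 1, which each gave a count of 1.

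Averaged over days 1, 5, 9 and 21 in rats without implant, 2 genes rose in PEP lungs, Rgs16, a regulator of G protein signalling (0.56 ± 0.10, adjusted p = 0.0168), and Slc43a1, an amino acid transporter (0.40 ± 0.08, adjusted p = 0.0168). T cell genes passed in this mean with 10 of 10 positive and a median of 0.14 (camera adjusted p = 0.00795 and adjusted p = 0.793 with an estimated correlation), and cardiac muscle genes with 16 of 16 negative and a median of -0.38 (camera adjusted p = 0.00795 and adjusted p = 0.838 with an estimated correlation). Both means lay mainly on day 21, since score differences at days 1, 5, 9 and 21 were -0.023, 0.034, -0.019 and 0.507 for T cells and 0.353, -0.235, -0.208 and -1.006 for cardiac muscle. Among 11 circadian clock genes 6 were higher and 2 lower when adjusted over the list alone, with Per2 at 0.50, Bhlhe40 at 0.32, Cry2 at 0.18 and Npas2 at -0.34; by camera the list did not pass (adjusted p = 0.0567), and by fry it did (0.0133). Both gene calls ended with a clock covariate (adjusted p = 0.266 for each), with differences of 0.421 ± 0.106 for Rgs16 and 0.345 ± 0.0835 for Slc43a1, and without Air replicate 4 of day 5 (0.0519 for each), and 4 genes were called without Air replicate 5 of day 9, 0 with a 1.5-fold minimum and 33 with no variance filter.

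Several lists passed neither at days 1, 5, 9 and 21 nor at day 21 with implant. Inflammatory cytokines and chemokines had camera adjusted p-values of 0.559, 0.831, 0.967, 0.679 and 0.866 at days 1, 5, 9, 21 and 21 with implant. The smallest adjusted p over these 5 comparisons was 0.125 for macrophages, 0.0536 for mast cells (day 1, 6 of 8 negative), 0.182 for fibroblasts and matrix, 0.187 for palmitic and docosahexaenoic acid metabolism, 0.229 for linoleic and arachidonic acid metabolism, which held the called Alox5ap, and 0.234 for thymocytes, which were called in the difference of effects with implant (camera adjusted p = 0.0488 and adjusted p = 0.232 with an estimated correlation). It was 0.471 for p53 targets, 0.536 for cell cycle, 0.559 for erythroid cells and 0.559 for adipocytes. Lists with too few tested members had no member called in any exposure comparison: MHC class II with 3 members, histidine and histamine metabolism with 4, skeletal muscle with 4, smooth muscle with 4, endothelium with 2, and alveolar type 2 and type 1 cells with 2 and 1.

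Among Air lungs of day 21, lymphocyte genes were higher in implanted rats than in rats without implant. No label ties these lungs to a year, a litter or an array plate, so the implant cannot be told apart from batch here. Was rose from 7.01 ± 0.20 to 8.12 ± 0.11 (log2 difference 1.12 ± 0.14, adjusted p = 5.99e-07, n = 6 and 4), Klri2, a lectin-like receptor gene of NK cells, from 2.56 ± 0.44 to 4.50 ± 0.41 (1.95 ± 0.24, adjusted p = 5.99e-07), and Fam111a from 4.73 ± 0.14 to 7.87 ± 0.44 (3.19 ± 0.44, adjusted p = 8.25e-06). T cell genes rose with 10 of 10 positive and a median of 0.92, Cd2, Zap70, Cd8a and Cd4 at 1.22, 1.05, 1.05 and 1.15, and 8 members called (camera adjusted p = 4.25e-13 and adjusted p = 0.00422 with an estimated correlation). NK cell genes rose with 10 of 10 positive, Klrc3 at 3.05 and Prf1 at 1.26 (camera adjusted p = 6.53e-10 and adjusted p = 0.0258 with an estimated correlation), and B and plasma cell genes with 6 of 6 positive, Ms4a1 at 1.16 and Cd22 at 1.02 (camera adjusted p = 1.01e-05 and adjusted p = 0.0258 with an estimated correlation). Col3a1, a collagen gene, fell from 11.1 ± 0.141 to 10.4 ± 0.282 (-0.67 ± 0.12, adjusted p = 0.000493), while the fibroblast and matrix list, with 5 of 10 members negative and 3 called, did not pass (camera adjusted p = 0.59). The Air group without implant is the reference here, and it had the lowest Was level and lymphocyte scores of the 5 Air groups, with Was at 7.89, 7.78 and 8.12 in Air lungs of days 1, 5 and 9. In Fam111a, 2 lungs of day 1 without implant, 1 Air and 1 PEP, stood as high as these implanted lungs.

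Immediate early genes rose too in these implanted Air rats, with 10 of 10 positive, Nr4a1 at 1.95 and Egr2 at 1.13 (camera adjusted p = 5.04e-07 and adjusted p = 0.122 with an estimated correlation). Neutrophil genes rose with 8 of 8 positive and Mmp8 at 0.91 (camera adjusted p = 0.000891 and adjusted p = 0.125 with an estimated correlation), and mast cell genes with 7 of 8 positive and Hdc at 0.92 and Cpa3 at 1.29 (camera adjusted p = 0.00124 and adjusted p = 0.125 with an estimated correlation). P2ry4, a nucleotide receptor gene (-1.41 ± 0.22), and Oca2, a melanosome transporter gene (-1.39 ± 0.24), fell. The limma test called 567 genes, 391 higher and 176 lower, of which 356 also reached 1.5-fold (332 with a clock covariate, 951 with no variance filter, 357 without Air replicate 2 of the implanted rats, where camera called 10 lists against 6). Array medians over the named genes differed by up to 0.217 log2, and after centring on them 262 genes were higher and 439 lower, so the balance of directions in this comparison is relative to that scale, whereas each list direction given here held under it. Repeated quantile normalization gave 7 higher and 2 lower lists against 6 and 0. This comparison shares its Air lungs without implant with the day 21 exposure comparison. Over genes, the log2 differences of these comparisons had r = 0.411 and a covariance of 0.038, against 0.472 and 0.021 in simulated groups with no effect, a difference of covariance of 0.0169, and with the control lungs split between the comparisons the mean r was 0.123 (from -0.0809 to 0.214); genes are not independent replicates.

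**Figure D4:**
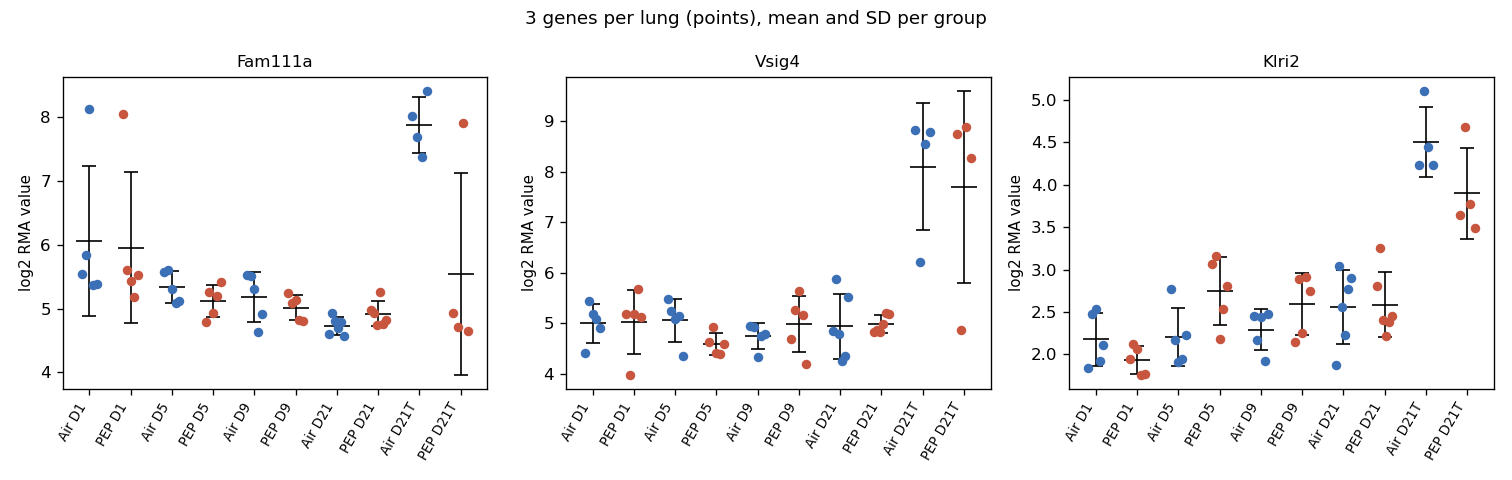
Log2 RMA values of Fam111a, Vsig4 and Klri2 in each lung (points) of the 10 groups, with the group mean and SD; Air lungs are blue and PEP lungs red, and Vsig4 was chosen after its values were seen. Fam111a lay between 7.38 and 8.41 in the 4 implanted Air lungs and at 7.91 in 1 of the 4 implanted PEP lungs.

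Across days 1, 5, 9 and 21, Air lungs differed in 1516 genes by limma's F test. Elastic fibre and matrix genes were among those with the smallest p. Eln, the elastin gene, had means of 10.9, 10.4, 10.3 and 8.92 at the 4 days (adjusted p = 1.25e-07), and Loxl1, which cross-links elastin, 9.82, 9.44, 9.63 and 8.60 (adjusted p = 1.25e-07). Ppp1r14a, an inhibitor of myosin phosphatase, had 9.16, 8.90, 9.08 and 8.24 (adjusted p = 8.56e-08), Spon2, a matrix protein gene, 9.74, 9.14, 9.35 and 8.03 (adjusted p = 5.88e-07), and Slc4a1, the anion exchanger of red cells, 6.49, 5.93, 6.17 and 4.75 (adjusted p = 3.76e-07). Was had 7.89, 7.78, 8.12 and 7.01 (adjusted p = 8.56e-08). Day, age and any batch of collection cannot be told apart in this comparison, and the count was 380 with tissue covariates, 191 with a clock covariate and 2564 with no variance filter.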

Values the study reported

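The study reported expression of 11,010 genes in rat lung. Genes that differed by 1.5-fold or more between PEP and control lungs numbered 190 at day 1, 112 at day 5, 100 at day 9 and 369 at day 21. The sources used here do not state whether implanted rats were part of the last of these counts.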

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

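The tests of liver RNA in a single lung, of the joint variation of cardiac genes, of T cell genes against control lungs of other days, of erythroid genes and of the clock phase score were chosen after the results were seen, as were the covariates and the genes of the clock phase score.

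Hepatocyte genes at day 1 and cardiac muscle genes at day 21 were examined as markers of liver cells and cardiac muscle. Whether the cardiac muscle belonged to the lung or to the heart was not tested. All 15 tested hepatocyte genes, of which 5 lie above the median gene in Air lungs and 1 was picked by the study, had their highest value of the 50 lungs in PEP replicate 1 of day 1 (Alb 11.9 against 5.96 in the next lung), so liver RNA in that lung is a candidate source. Without it the score difference went from 0.959 to 0.147 log2 (exact permutation p = 0.0317, two-sided, 126 arrangements), which leaves a smaller exposure effect in the other lungs open. This remainder leans in part on PEP replicate 3, the next lung in Alb, with a score of 0.202. PEP replicates 2, 4 and 5 were at -0.047, -0.036 and -0.137, and Air lungs of day 1 lay from -0.218 to -0.11. The 16 cardiac genes, of which 15 lie above the median gene in Air lungs and 6 were picked by the study, moved together from lung to lung within groups (mean r = 0.827), which is consistent with varying amounts of cardiac muscle in the lung pieces. An effect of exposure on them cannot be told apart from this, because over both day 21 cohorts the score differed by -1.426 (stratified exact permutation p = 0.0968).

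T cell genes were higher in PEP than Air lungs of day 21 by 0.507 in score (exact permutation p = 0.00216, two-sided, 924 arrangements), but PEP lungs of day 21 differed from Air lungs of days 1, 5 and 9 by only -0.05 (exact permutation p = 0.546), and Air lungs of day 21 differed from those by -0.556 (exact permutation p = 1.84e-05, the smallest that 54264 arrangements can give), so low control lungs may account for the difference. Day, age and batch of collection are confounded here, so an effect of exposure that offsets a fall with time stays open and untested. More blood in the PEP lungs would raise erythroid genes about as much, but these differed by 0.041, and per lung the T cell score exceeded the erythroid score by 0.466 more in PEP than Air lungs (exact permutation p = 0.0238), with the bright Hba-a1 at -0.12 ± 0.13. The 5 erythroid genes varied little together within groups (mean r = 0.0719), so their score is not shown to track blood. With Slc4a1 at 0.33 ± 0.21, blood as a source stays open. When the day 21 and implant comparisons used different control lungs, their log2 differences kept a mean r of 0.123 over genes (from -0.0809 to 0.214). This alone cannot tell chance values of single control lungs from a level common to all of them. In the T cell score, however, all 6 Air lungs of day 21 lay from -0.788 to -0.323. Every other lung was higher, the lowest being an Air lung of day 1 at -0.274. For this score the values argue against chance values of single control lungs.

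The clock phase score (Dbp, Per2, Per3 and Bhlhe40 minus Bmal1 and Npas2) differed between PEP and Air lungs by 1.478 at day 1, -0.405 at day 5, 0.776 at day 9, 0.987 at day 21 and 1.162 with implant. Its genes were picked from these results, so the stratified permutation p of 0.00267 over the 5 pairs does not test whether a shift exists. The list of clock genes fixed in advance passed by fry but not by camera over the 4 days without implant (adjusted p = 0.0133 and 0.0567). Both look for movement in 1 direction, but some members of the list move oppositely (lowest within-group r = -0.871). A phase shift may therefore cancel in part within it. If there is a shift, a later time of day at collection of PEP lungs may give it, but the opposite sign at day 5 leaves it open, and collection times were not used here. For an effect of exposure on the clock, the bound set in advance was met, since the largest shift lay below the range of 2.791 between control group means. That bound was a poor one, because control groups were collected on different days whereas each pair is compared within a day, so it does not exclude the effect, and the 2 cannot be told apart.

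In 14 of 178 groups of lungs tested, 1 lung lay far from the rest of its group, against 9 expected, as chance gives about 1 in 20. Beside the hepatocyte score of 4.056 in a PEP lung of day 1 (group median -0.036), these were the cardiac score at 1.07 in a PEP lung of day 1 (group median -1.294) and 3.223 in an implanted PEP lung (group median -1.074). Aryl hydrocarbon receptor targets had 1.898 in an Air lung of day 1 (group median -0.413) and -0.128 in a PEP lung of day 5. Cholesterol biosynthesis had a lowest score of 0.047 among Air lungs and a highest of 0.368 among PEP lungs of day 5. Immediate early genes had highest scores of 0.593 among Air lungs of day 1, -0.095 among Air lungs of day 5 and 1.95 among implanted PEP lungs (group median 0.472). Interferon-stimulated genes had 0.982 in an Air lung of day 1 (group median 0.032), and motile cilia -0.86 in a PEP lung of day 9 (group median 0.10). Cd247 had 6.94 in a PEP lung of day 21 (group median 6.284), and Fam111a 7.907 in an implanted PEP lung (group median 4.815).

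The exposure effect at day 21 differed by camera between rats with and without implant in 9 lists, none of which passed with an estimated correlation. The median differences of effects were -0.403 for aryl hydrocarbon receptor targets (camera adjusted p = 0.0221 and 0.664 with an estimated correlation), -0.274 for interferon-stimulated genes (0.00873 and 0.713), -0.257 for cholesterol biosynthesis (0.0341 and 0.713), 0.602 for motile cilia (0.00337 and 0.713), -0.778 for cardiac muscle (0.00354 and 0.713), -0.476 for T cells (5.08e-06 and 0.194), -0.52 for B and plasma cells (0.00337 and 0.232), -0.396 for NK cells (0.00337 and 0.664) and -0.436 for thymocytes (0.0488 and 0.232). Among 16887 probe sets with no single named gene, limma called 286 with implant in Air lungs and 981 across days in Air lungs, and 0 in the exposure comparisons, where from 887 to 1472 had an unadjusted p below 0.05 and no other tool was run.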

How the results depend on the processing

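The tissue and clock covariates, and the scaling, tissue and left-out-lung settings of the list tests, were chosen after seeing the data. Of the 18 genes called at day 21, all kept their sign wherever tested, and 18 were still called with equal weights or no variance filter. In simulated data with independent genes, 1.5-fold changes were recovered in part and 2-fold changes mostly, which need not hold for the lungs. Smaller changes in particular can be missed, and signal over background was not measured. The cause of the changes below was not tested, except that fewer lungs or genes tested, and covariates that hold the tissue lists themselves, alter counts by construction.

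The count of 18 genes at day 21 was 37 with equal array weights, 45 with no variance filter, 58 with dim genes left out, 8 after repeated quantile normalization, 5 with tissue covariates, 2 with a clock covariate and 0 in a fit of the compared groups alone. The 1 gene with implant was 0 with equal weights, no variance filter, robust moderation or the compared groups alone and 3 with a clock covariate. The 14 of both cohorts were 25 with no filter, 29 without dim genes, 0 with tissue or clock covariates (median size 0.522 log2, and 0.430 and 0.465 with these, 14 of the same sign) and 4 at 1.5-fold. The 2 of the mean over the 4 days without implant were 33 with no filter, 16 without dim genes, and 0 with a clock covariate or at 1.5-fold. The 567 with implant in Air lungs were 951 with no filter, 332 with a clock covariate and 356 at 1.5-fold, with 349 higher and 102 lower after quantile normalization. Days differed in 1 gene with equal weights, no filter, dim genes left out or robust moderation, and the 1516 genes across days in Air lungs were 2564 with no filter, 380 with tissue and 191 with clock covariates. At 1.5-fold, day 1 had 152 with equal weights and day 21 had 93 with tissue covariates.

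List calls by estimated correlation, against camera, were 0 at day 1 (7), day 5 (2), day 9 (1), with implant (4) and for both cohorts (8), 1 at day 21 (9) and 3 for implant in Air lungs (6). By fry they were 0, 0, 0, 0 and 4 in the first 5 of these and 2 at day 21. Tissue covariates gave 3 at day 1, 1 at day 5, 2 with implant and 4 for both cohorts. No variance filter gave 4 at day 5 and 2 with implant, and equal weights 1 at day 5.

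Signs of log2 differences turned as follows, where Bmal1 and Per2 enter the clock covariate itself, and Actn2, Cox6a2, Dnah9, Dnai2, Myl7 and Mybpc3 the tissue covariates, so that adjustment for their own level is built in. With a clock covariate the values were Bmal1 0.103, Nkg7 0.007 and Per2 -0.087 at day 1, Nqo1 -0.060 and Aoc1 0.009 at day 9, Nqo1 -0.065 at day 21 and Dnali1 -0.100 with implant. With tissue covariates they were Aoc1 0.017 and Hdc -0.008 at day 9, C9 0.030, Cox6a2 0.029 and Dnah9 0.099 at day 21, and Actn2 0.243, Myl7 0.297, Cox6a2 0.094, Dnai2 0.017 and Mybpc3 0.133 with implant. Nqo1 at day 5 was -0.025 with equal weights, Aoc1 at day 9 was 0.009 after centring, and Aoc1 with implant was -0.007 without dim genes and -0.009 with the replicate block.

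Leaving out 1 lung in turn, called genes ranged from 0 to 1 at days 1 and 9, 1 to 37 at day 21, 0 to 4 with implant, 0 to 78 for both cohorts, 0 to 1 for the difference with implant, 0 to 4 for the mean over the 4 days without implant, 357 to 608 for implant in Air lungs and 0 to 1 for the difference between days. Genes at 1.5-fold ranged from 97 to 176, 71 to 140, 63 to 93, 209 to 418 and 165 to 284 over the 5 comparisons, and list calls from 4 to 10 at day 1, 0 to 5 at day 5, 0 to 1 at day 9 and 6 to 10 for implant in Air lungs. Log2 differences ranged for Nqo1 from -0.075 to 0.188 at day 5, -0.030 to 0.131 at day 9 and -0.125 to 0.207 at day 21, at day 9 for Aoc1 from -0.220 to 0.197, Cyp1a1 -1.02 to 0.209, Hdc -0.084 to 0.120 and Hmox1 -0.012 to 0.175, and with implant for Dnah9 from -0.139 to 0.574, Dnai1 -0.342 to 0.210, Dnai2 -0.569 to 0.181, Dnali1 -0.361 to 0.365 and Aoc1 -0.074 to 0.179.

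Replicate numbers were not taken to pair the lungs, since no label ties them to anything shared and the correlations were low in some pairs of every comparison. Same-numbered lungs had correlations of deviations from 0.0151 to 0.0767 at day 1, -0.112 to 0.0752 at day 5, -0.102 to 0.0707 at day 9, 0.0532 to 0.286 at day 21 and -0.356 to 0.0118 with implant, and 2, 0, 1, 3 and 0 lungs correlated best with their own number. At day 21 the mean was 0.173 against -0.0344 for lungs of other numbers, a hint of pairing from the data alone. The clock phase score also went up from the first to the last replicate number in every group except PEP lungs of day 21. It went from -1.475 to 0.517 in Air lungs of day 9 and from -2.571 to 1.428 in implanted Air lungs. In PEP lungs of day 21 it went from 1.889 to 1.597. Whether the numbers follow an order of collection was not tested. With the replicate number as a block, limma called 3 genes at day 1, 0 at days 5 and 9, 25 at day 21, 1 with implant, 17 for both cohorts, 0 for the difference with implant, 2 for the mean over the 4 days without implant, 597 for implant in Air lungs, 0 for the difference between days and 1513 across days in Air lungs, and the neutrophil list of both cohorts had an adjusted p of 0.0749.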

Other observations

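The members named in the first paragraph were chosen after their values were seen, and the counts of other splits of the lungs were also set up after the results.

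At day 21 some genes outside the lists that passed stood out when adjusted over the list alone. In fibroblasts and matrix, Eln differed by -0.79 ± 0.22 and Col1a1 by -0.42 ± 0.15, whereas Fn1, the fibronectin gene, was at 0.47 ± 0.16. Among macrophage genes Siglec1 was at 0.47 ± 0.16 and C1qb, a complement gene, at 0.43 ± 0.16. Osgin1, an NRF2 target, was at 0.56 ± 0.18. None of these passed over all genes.

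The count of genes at 1.5-fold at day 1 here was 98. That is lower than the value quoted from the study above. The count of genes at 1.5-fold at day 9 here was 50. That is lower than the value quoted from the study above. Counts at days 5 and 21 were 77 and 269, also lower than the quoted values, of which that of day 21 may include implanted rats. They rose above the quoted values, to 140 without Air replicate 1 of day 5 and 418 without PEP replicate 3 of day 21. All counts here are over 8202 genes, a smaller set than the quoted one. At day 1 the count was 152 with equal array weights and 176 without Air replicate 3, the highest without 1 lung, and at day 9 it was 93 without Air replicate 2, likewise the highest.

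For the counts of called genes, 100 splits of the same lungs into groups of the same sizes, the real one included, were compared. No share was adjusted for the number of counts tested. At day 21, 4 of 100 splits gave at least the real 18 genes, a share under 0.05 by a narrow margin. Without adjustment for the number of counts tested, this does not firmly exclude chance. The 3 other splits called 206, 235 and 235 genes, several times more, which points to a structure of the lungs beyond exposure. For the mean over the 4 days only the real split gave 2 genes (1 of 100, highest other 1), and counts this small cannot exclude chance. Chance can be excluded for implant in Air lungs (1 of 100, real 567, highest other 279) and for Air lungs across days (1 of 100, real 1516, highest other 405). It cannot be excluded with implant (24 of the 35 possible splits, real 1, highest other 122, and up to 152 where a split recurred beside other splits of the remaining lungs) or for both day 21 cohorts (5 of 100, real 14, highest other 110). The splits of 122, 110 and 343 genes, the last for the difference with implant, also point to such a structure. Where the real count was 0, at days 1, 5 and 9 and for the differences with implant and between days, 100 of 100 splits gave as many by construction, which says nothing about chance; the highest other counts were 1, 2, 2, 343 and 2.

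For genes at 1.5-fold chance cannot be excluded at any time. As many genes were given by 16 of 100 splits at day 1 (real 98, highest other 184), 53 at day 5 (real 77, highest other 219), 99 at day 9 (real 50, highest other 137), 11 at day 21 (real 269, highest other 397) and 27 of 35 with implant (real 164, highest other 480, and 481 where a split recurred). For list calls the share at day 21 was under 0.05 (2 of 100, real 9, highest other 9). Another split gave as many and no share was adjusted, so chance is not firmly excluded there. It cannot be excluded at day 1 (24 of 100, real 7, highest other 11), day 5 (50, real 2, highest other 7), day 9 (89, real 1, highest other 9), with implant (32 of 35, real 4, highest other 10), for both day 21 cohorts (9 of 100, real 8, highest other 12) or for implant in Air lungs (51 of 100, real 6, highest other 10).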
